A study of Drosophila melanogaster with 4 samples.

How the data were processed

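The series holds RNA of mitochondria isolated from whole adult fruit flies (Drosophila melanogaster) aged 2 weeks, which overexpressed either the wild-type mitochondrial RNA polymerase (WT) or the E423P form of it. Of the 4 samples, 2 are WT and 2 are E423P by their genotype labels. Per the labels' protocols, RNA was taken from the mitochondria with Trizol and made into libraries with the Illumina TruSeq RNA kit. An error list and a coverage summary were analysed for 1 library of each genotype, so no comparison below has biological replicates, and every test compares 2 libraries rather than the genotypes.

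The error lists are as deposited by the authors and hold the count of errors of each substitution at each position of a transcript. The reference base, the listed base and the depth at the position stand beside it, per the file headers. A position with several errors of a kind was listed on as many lines, which was checked for every position, so each line was taken as 1 error. The coverage summaries, also as deposited, give the summed coverage of each reference base, and the 4 bases were checked to add up to the stated total. Neither the labels nor the file headers record the aligner, the error caller, any consensus step, the filters, the strand convention or the genome build, nor which positions entered the summed coverage. The positions are given within FlyBase transcripts. Whether they count from 0 or from 1 is not stated, and no genome sequence was used here to settle it, so positions are printed as listed and were not converted to chromosome coordinates. Transcript identifiers were matched to gene symbols and gene coordinates in the Ensembl release 115 annotation of the BDGP6 assembly. All 9 listed transcripts were found, and 0 listed positions lay beyond the annotated transcript end.

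A table of counts per mitochondrial gene was not used. The names of its 2 sample columns match no sample's labels, so no genotype could be given to them, and the comparison of gene counts planned with edgeR was not made.

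The error rate was the number of listed errors per 100000 covered bases. For a reference base or a substitution, the denominator was the summed coverage of that reference base. Intervals of a rate or a share are 95% Wilson intervals. Ratios of rates (E423P over WT) carry 95% exact intervals, from the Clopper-Pearson interval of the E423P share of the errors. Rates were compared with two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over the 4 bases or the 12 substitutions. A count of 0 was taken to allow up to 3 errors. The composition of the errors by substitution, and by transcript, was compared with a Monte Carlo permutation test of the chi-square statistic (100000 draws with fixed margins). Intervals and limits cover counting error only: the lists carry no molecular identifiers, so several errors at a position may not be independent molecules. Coverage was 1345044 bases in the WT library and 320614 in the E423P library. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9.

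The steps were tested on simulated data. Over 2000 simulated pairs of libraries with equal rates, the exact interval held the true ratio in 96.0% and Fisher's exact test called 4.50%. With a true ratio of 1.5 it called 88.0%. The Monte Carlo test of composition called 5% of 300 simulations with an unchanged spectrum and 97.3% of 300 in which a large part of the C-to-T errors was moved to G-to-T. The test of recurrence called 2.33% of 300 simulations with a single rate and 100% of 300 in which some positions had a 10-fold higher rate. These recurrence simulations applied a 1% limit and took the rate over known covered positions, which the real data do not give.

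Named positions were chosen by a rule fixed before the data were examined: the 3 positions with the most listed errors in each library. In the WT library 5 positions were tied with 3 errors each and all were named. In the E423P library 2 positions had 2 errors and the others had 1, so only those 2 were named. Except for the tests under Other observations and those of errors by transcript, the tests and the first set of alternatives were also fixed before the data were examined. For errors by transcript only a description had been planned. The planned test of recurrence against uniform placement was replaced, since the covered length is not stated, by a one-sided exact comparison with a Poisson rate per substitution at the listed depths. The alternatives were counting each position and substitution a single time, leaving out positions shared by both libraries, leaving out positions with 3 or more errors of a kind, leaving out each library's most affected position, and leaving out each reference base. Added after seeing the data were the rate standardised to the WT base composition, the rate without C-to-T errors, and the test of composition without C-to-G, T-to-C or T-to-A errors.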

Results

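Errors in mitochondrial transcripts were compared between flies that overexpressed the wild-type mitochondrial RNA polymerase (WT) and flies that overexpressed its E423P form. This enzyme transcribes the mitochondrial genome (mtDNA). The question posed by the series title is whether the number of transcription errors differs between these flies. Mitochondrial RNA of flies aged 2 weeks was sequenced, and mismatches to the reference transcripts were listed by position, reference base and listed base. The WT library covered 1345044 bases and the E423P library 320614 bases, so the summed coverage of WT was 4.20 times as large. No replicate of either error list was analysed, and the tests below compare the 2 libraries.

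The WT library held 255 listed errors, a rate of 19.0 errors per 100000 covered bases (95% Wilson interval 16.8 to 21.4). The E423P library held 51 listed errors, a rate of 15.9 per 100000 (12.1 to 20.9). The E423P rate was 0.839 times the WT rate (95% exact interval 0.609 to 1.14), and the difference was within counting error (two-sided Fisher's exact test, p = 0.277). At these depths, simulation showed that a true ratio of 1.45 or more, or of 0.6 or less, would have been called in at least 80% of library pairs, and a smaller difference was not reliably detectable. The alternative that moved this result most was leaving out the 13 positions with the same substitution in both libraries, which gave a ratio of 0.652 (p = 0.0142, Fisher's exact test). That step removed 14 of the 51 E423P errors and 16 of the 255 WT errors. Similar numbers taken from lists of unequal length lower the ratio, so libraries with equal rates would not be expected to give 1 after it. Its p is therefore no test of equal rates. Which positions enter the summed coverage is not stated, so each rate is relative to the coverage as given. The ratio and the detection limits rest on the same coverage and do not allow for this. The detection limits hold for all listed errors together, whatever their source, and not for errors of the polymerase alone. All listed errors were substitutions, with 0 insertions or deletions.

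The base composition of the coverage was similar in the libraries. C made up 13.5% of the covered bases in each, A 30.2% in each, G 15.3% in WT and 16.8% in E423P, and T 40.9% in WT and 39.4% in E423P. The error rate differed far more between bases than between libraries. At C, the rate was 81.9 per 100000 covered C bases in WT (69.7 to 96.1, 149 errors) and 78.5 in E423P (56.2 to 109.7, 34 errors). At G, it was 23.8 in WT (18.0 to 31.5, 49 errors) and 13.0 in E423P (6.28 to 26.8, 7 errors). At A, the rate was 9.34 in WT (38 errors) and 6.19 in E423P (6 errors). At T, it was 3.45 in WT (19 errors) and 3.16 in E423P (4 errors). The ratio of E423P to WT was 0.959 at C (0.641 to 1.40), 0.545 at G (0.208 to 1.21), 0.663 at A (0.229 to 1.58) and 0.917 at T (0.227 to 2.76). None of the 4 bases differed between the libraries, and G had the smallest p (Fisher's exact test, p = 0.140, adjusted p = 0.561). Counting each position and substitution a single time moved the ratios at C and T to 1.06 and 1.09. That step removes more repeats from the library with more coverage, so equal rates would not be expected to give exactly 1 after it. Leaving out the positions shared by both libraries moved the ratio at C to 0.674, with the limit given for the shared positions above.

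**Figure D1:**
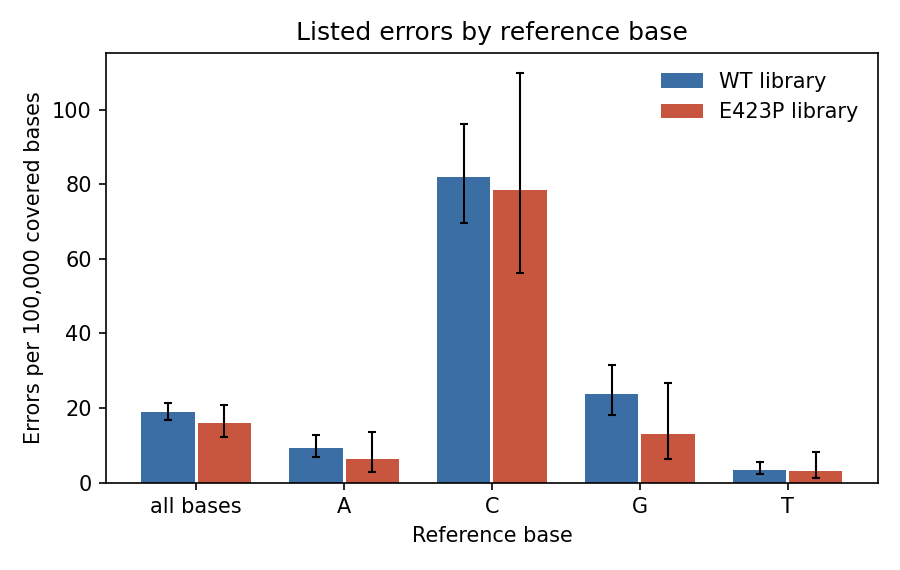
Bars show listed errors per 100000 covered bases, for all bases and for each reference base, in the WT library (blue) and the E423P library (red); error bars are 95% Wilson intervals and there is 1 library per genotype. C had the highest rate in both libraries (81.9 in WT and 78.5 in E423P), and the intervals of the libraries overlap at every base.

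Substitutions were unevenly distributed in both libraries. C-to-T accounted for 149 of the 255 WT errors (58.4%) and 32 of the 51 E423P errors (62.7%). Its rate was 81.9 per 100000 covered C bases in WT and 73.9 in E423P (52.4 to 104.3), a ratio of 0.903 (0.596 to 1.33, Fisher's exact test p = 0.706). Without the shared positions this ratio was 0.610, with the limit of that step. G-to-T followed in WT with 31 errors, a rate of 15.1 per 100000 covered G bases (10.6 to 21.4), against 5 errors and a rate of 9.26 in E423P (3.95 to 21.7). A-to-T had 30 errors in WT, at 7.38 per 100000 covered A bases (5.17 to 10.5), and 5 errors in E423P, at 5.16 (2.20 to 12.1). These 3 substitutions, all to T, made up 210 of the 255 WT errors and 42 of the 51 E423P errors, which was 82.4% in each library. G-to-A was listed 11 times in WT and 1 time in E423P, A-to-G 8 times and 1 time, and G-to-C 7 times and 1 time.

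None of the 12 substitutions differed between the libraries after adjustment, and 1 had an unadjusted p under 0.05. This was C-to-G, with 2 errors in 43299 covered C bases in E423P (4.62 per 100000, 1.27 to 16.8) and 0 in 182015 in WT, which allows up to 1.65 per 100000 (Fisher's exact test, p = 0.0369, adjusted p = 0.443). T-to-C was listed 4 times in E423P (3.16 per 100000 covered T bases) and 6 times in WT (1.09), a ratio of 2.90 (0.603 to 12.2, Fisher's exact test p = 0.0987, adjusted p = 0.560). T-to-A was listed 12 times in WT (2.18 per 100000). It had 0 errors in 126403 covered T bases in E423P, which allows up to 2.37. The 95% exact interval of the ratio was 0 to 1.57 (Fisher's exact test, p = 0.140, adjusted p = 0.560), so a lower rate in E423P was not detectable at this depth. C-to-A and A-to-C were listed in neither library. For C-to-A the counts of 0 allow up to 1.65 per 100000 in WT and 6.93 in E423P, and for A-to-C up to 0.738 and 3.10.

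The composition of the errors over the 10 substitutions listed in either library differed between the libraries (Monte Carlo permutation test of the chi-square statistic, p = 0.0418). The p rose above 0.05 under 4 of 6 alternatives, 3 of them chosen after the data were seen. In the same permutation test p was 0.0525 with each position and substitution counted a single time. It was 0.430 without C-to-G errors, 0.0809 without T-to-C errors and 0.0671 without T-to-A errors, 3 substitutions left out after their values were seen. These had the smallest p of all substitutions, so the choice favoured a rise and these 3 values do not test the result. The p stayed under 0.05 without positions of 3 or more errors (0.0443) and without the shared positions (0.0190, with the limit of that step).

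**Figure D2:**
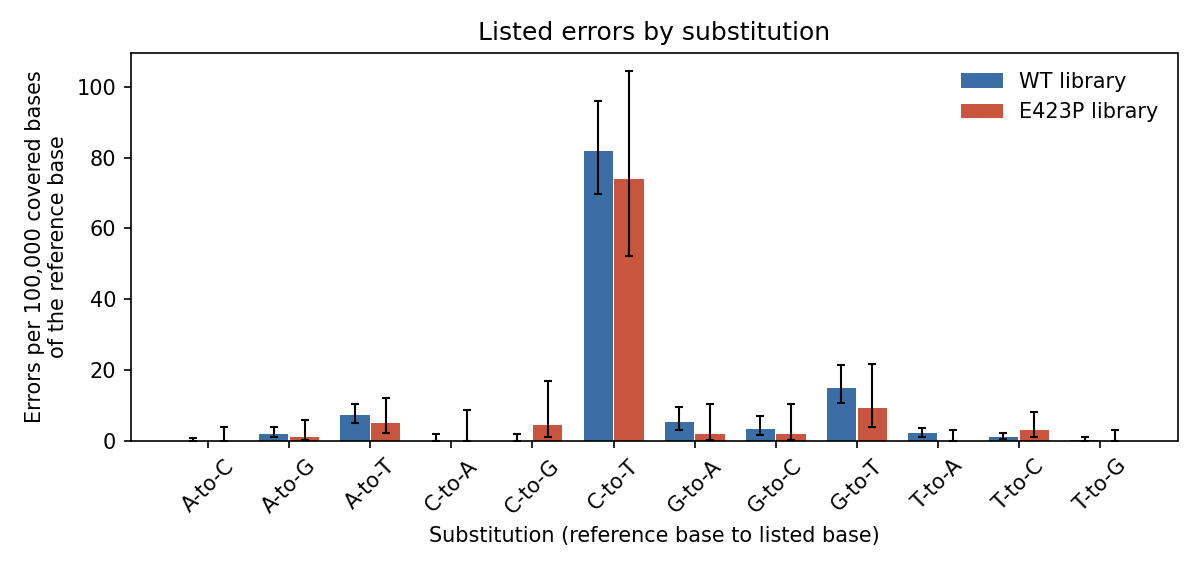
Bars show, for each of the 12 substitutions, listed errors per 100000 covered bases of the reference base in the WT library (blue) and the E423P library (red), with 95% Wilson intervals. C-to-T stands highest in both libraries, at 81.9 in WT and 73.9 in E423P, followed by G-to-T at 15.1 and 9.26.

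The listed errors lay in 9 of the 13 annotated protein-coding transcripts in WT and in 8 in E423P, with 0 in ribosomal or transfer RNAs. Whether transcripts without a listed error, ribosomal and transfer RNAs among them, were covered or searched for errors is not stated. Their counts of 0 therefore give no limit on their error rate. Each of the 9 is annotated as a single exon that is coding over its whole length. Cytochrome c oxidase subunit I (mt:CoI, FBgn0013674, BDGP6 mitochondrion_genome 1474 to 3009, plus strand) held the most in both libraries, with 102 of 255 errors in WT (40.0%, 34.2 to 46.1) and 26 of 51 in E423P (51.0%, 37.7 to 64.1). The share of mt:CoI did not differ (Fisher's exact test, p = 0.163). This test was not planned, and mt:CoI was picked for it because it held the most errors. mt:CoIII (FBgn0013676, 4736 to 5524, plus strand) held 49 WT errors and 6 E423P errors. mt:CoII (FBgn0013675, 3083 to 3767, plus strand) held 17 and 9, and mt:ND5 (FBgn0013684, 6409 to 8125, minus strand) held 23 and 1. The distribution over the 9 transcripts did not differ between libraries beyond chance (Monte Carlo permutation test, p = 0.105). The coverage of each transcript is not given, so no error rate per transcript was computed.

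The 255 WT errors fell on 223 combinations of position and substitution, of which 27 held 2 or more errors. The 51 E423P errors fell on 49 combinations, of which 2 held 2 errors. The highest number at a position was 3 in WT, reached by 5 changes, all C-to-T. In the following, positions are counted along the transcript as listed, without it being stated whether the first base is 0 or 1. The named positions were chosen for their number of errors, and their intervals do not allow for that choice. In mt:CoI the 3 WT changes were C388T at 0.885% of a depth of 339 (0.301 to 2.57), C676T at 0.442% of 678 (0.151 to 1.29) and C1448T at 0.583% of 515 (0.198 to 1.70). In mt:CoII the WT change was C435T at 0.968% of a depth of 310 (0.330 to 2.81). In mt:ND1 (FBgn0013679, 11721 to 12659, minus strand) it was C386T at 0.845% of 355 (0.288 to 2.45). The 2 E423P changes with 2 errors were C647T in mt:CoI, at 0.778% of a depth of 257 (0.214 to 2.79), and C654T in mt:CoII, at 0.966% of 207 (0.265 to 3.45). C676T and C647T were listed in both libraries. At C676T the E423P library had 1 error at a depth of 206, and at C647T the WT library had 1 error at a depth of 790.

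The depth at listed positions ran from 103 to 790 in WT (median 292) and from 102 to 294 in E423P (median 155). No position was listed at a depth of 100 or less, and no listed substitution reached 1% of the depth at its position: the highest values were 0.971% in WT and 0.980% in E423P. Errors at depths under 150 made up 11.8% of the WT list and 43.1% of the E423P list.

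**Figure D3:**
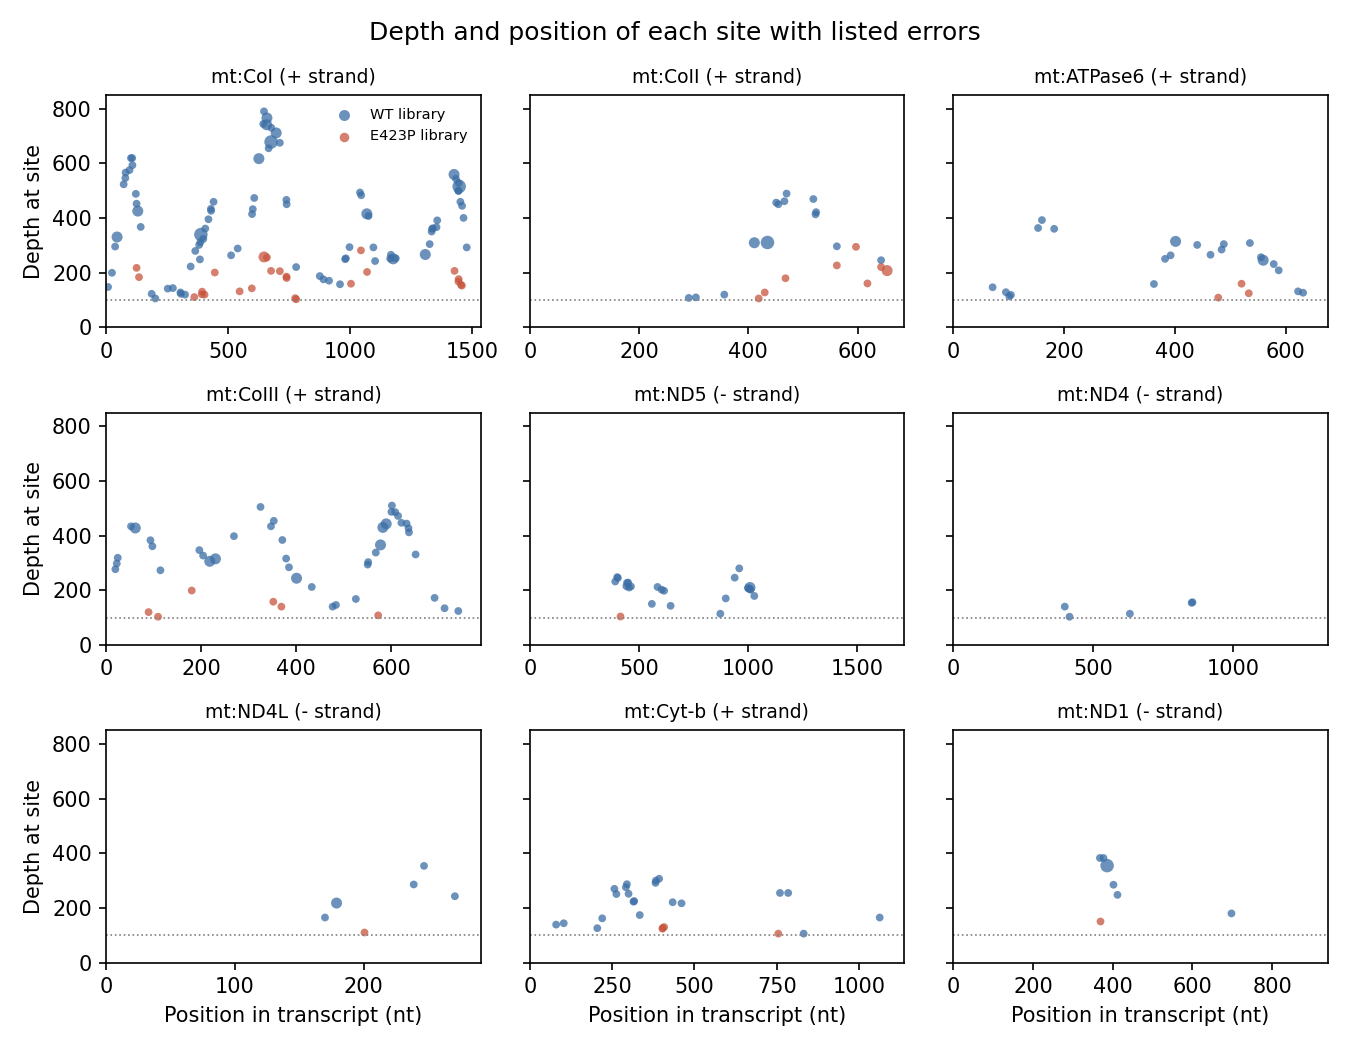
Each point is a position with listed errors, placed by its position in the transcript (nt, horizontal axis) and its depth (vertical axis), for the 9 transcripts in genome order; blue is the WT library, red the E423P library, point area is proportional to the number of errors of that substitution, and the dotted line marks a depth of 100. WT positions reach a depth of 790 and E423P positions 294, and no point lies at or under the dotted line.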

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

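The ratio of the overall error rate (E423P over WT) stayed below 1 under all 10 alternatives, from 0.652 to 0.922. It stayed on the same side of the threshold under 9 of them, counting the standardised rate, which has no test of its own (0.832 by ratio). The exception was leaving out the 13 positions shared by both libraries, where the ratio was 0.652 (Fisher's exact test, p = 0.0142). The same 13 positions carry 27.5% of the shorter E423P list and 6.27% of the WT list, so the step removed a larger share of the E423P errors. Equal rates would not be expected to give a ratio of 1 after it, so none of its p values tests equal rates. The ratio that equal rates would give was not simulated, and the cause of the shift was not tested. Across the tested alternatives p ran from 0.0142 to 0.645.

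For the 4 bases and the 12 substitutions, 0 passed an adjusted p of 0.05 under each of the 3 alternatives run, as in the reported values. Of 39 values for a single base or substitution under an alternative, 36 kept their direction and their side of the threshold, and 3 crossed a ratio of 1. Counting each position and substitution a single time moved the ratio at C to 1.06 and that at T to 1.09. Leaving out positions with 3 or more errors of a kind moved the ratio at C to 1.03. These 3 were far from the threshold on either side, and the limit of both steps given above applies to them. The ratios at C and of C-to-T moved further when the shared positions were left out, to 0.674 (Fisher's exact test, p = 0.100, adjusted p = 0.280) and 0.610 (p = 0.0486, adjusted p = 0.292, Fisher's exact test). The limit of that step given above applies to both.

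The test of composition passed to the other side of 0.05 under 4 of its 6 alternatives. Its p of 0.0418 rose to 0.0525 with each position and substitution counted a single time. It rose to 0.430, 0.0809 and 0.0671 without C-to-G, T-to-C or T-to-A errors, which were chosen after seeing the data. These substitutions had the smallest p of all, so the choice favoured a rise and does not test the result. The p of composition stayed under 0.05 without the shared positions (0.0190, with the limit of that step) and without positions of 3 or more errors (0.0443). The 51 errors of the E423P library limit this result. The cause of the rise to 0.0525 was not tested.

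No paired analysis was possible because each genotype has 1 error list. For the same reason no fit without a replicate was made. Including insertions and deletions was not a separate setting, as none are listed. The alternatives planned for the gene counts were not run, since that table was not used.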

Other observations

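All tests in this part were chosen after the lists had been seen, and each explanation is a hypothesis. A test of repeated errors had been planned in another form, which was replaced as described above.

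C-to-T was the most frequent substitution in both libraries. The covered bases do not account for it: C made up 13.5% of the coverage and 58.4% of the errors in WT, and 66.7% of the errors in E423P (exact binomial test, p = 6.56e-63 and 3.71e-18). Nor do a few mixed or variant mtDNA positions, because the 149 WT C-to-T errors were spread over 127 positions, and the 32 E423P ones over 30. Copying errors in double-stranded cDNA would be expected to give complementary substitutions similar rates. The C-to-T rate was 15.3 times the G-to-A rate in WT (95% exact interval 8.32 to 31.4) and 39.9 times in E423P (6.67 to 1625). Strand-biased mutation of the mtDNA would put the excess on opposite substitutions in genes of opposite strands. In WT, C-to-T exceeded G-to-A in plus-strand genes (120 against 8) and in minus-strand genes (29 against 3). This argues against mtDNA mutation only if the bases are listed in transcript orientation, as the transcript identifiers imply but no header states, so it stays open. Also open are misincorporation by either polymerase, chemical damage to the RNA such as deamination of C, and errors of reverse transcription. Errors of base calling or alignment stay open too, since the aligner, error caller, any consensus step and the filters are not recorded. These sources were not tested. The effect of the overexpressed polymerase cannot be separated, since 0 of the libraries analysed lacked one, and the lists hold nothing that would separate RNA damage from reverse transcription.

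Complementary substitutions also differed in other cases, over 10 comparisons. G-to-T was listed 31 times in WT and C-to-A 0 times (Fisher's exact test, p = 5.30e-09, adjusted p = 1.77e-08), and the exact 95% interval of the ratio of their rates began at 6.996. In E423P the counts were 5 and 0 (adjusted p = 0.100, Fisher's exact test). A-to-T exceeded T-to-A in WT by 3.38 times (1.68 to 7.26, adjusted p = 0.000571, Fisher's exact test). In E423P it was listed 5 times and T-to-A 0 times (adjusted p = 0.0281, Fisher's exact test), with an interval of the ratio that began at 1.20. G-to-C, which is not a substitution to T, was listed 7 times in WT against 0 for C-to-G (adjusted p = 0.0281, Fisher's exact test), with an interval that began at 1.27. In E423P the counts of this pair were 1 and 2 (adjusted p = 0.589, Fisher's exact test). A-to-G and T-to-C did not differ in either library (adjusted p = 0.363 in WT and 0.441 in E423P, Fisher's exact test). The WT values argue against errors made alike on both cDNA strands as the source of G-to-T. Whether RNA damage, reverse transcription or the polymerase is the source was not tested.

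The lists stop where 1 error would be 1% of the depth. Single errors occur only above a depth of 100. The lowest depth of a position with 2 errors of a kind was 210 in WT and 207 in E423P, and that of a position with 3 was 310. One candidate explanation is a minimum depth near 100, and another is that positions with 1% or more were removed, which would also remove mixed mtDNA positions. At the 86 listed positions where 2 errors would have reached 1%, a Poisson rate per substitution with no limit on the share predicts 2.51 with 2 or more errors and 0 were seen (one-sided exact Poisson test, p = 0.0757). The predicted number would be higher if the rates are understated, a point taken up below. These filters cannot be told apart at this number of positions. If a 1% limit was applied, the expected loss above a depth of 100 is 4.28% of E423P errors and 1.5% of WT errors.

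The summed coverage may include positions at depths of 100 or less, where no error is listed. The rates would then be understated, by an amount that the files do not give for either library. The amounts could be unequal, since 43.1% of the E423P errors and 11.8% of the WT errors lay at depths under 150. If the shallower E423P library lost more, the ratio of 0.839 would be too low, which was not tested. The ratio of summed coverage between the libraries was 0.238, below the ratio of depths at each of the 13 shared positions (median 0.397, range 0.304 to 0.898). Sums that leave out shallow positions would give such a gap, but shared positions had to be deep in E423P to be listed, so the comparison does not decide whether shallow positions are in the sums. At the shared positions the depth ratio was 0.764 and 0.898 at 2 positions of mt:CoII and from 0.304 to 0.480 at 10 positions of mt:CoI, so the coverage profiles are not proportional.

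Repeated errors at a position exceeded a common rate per substitution in WT. The list held 32 errors beyond the first at their positions, against 19.3 predicted with no limit on the share (one-sided exact Poisson test, p = 0.00590) and 17.1 with a 1% limit (p = 0.000873). In E423P, 2 were seen and 2.04 or 0.863 predicted (same exact test, p = 0.602 and 0.212). The test counts the reads as independent molecules. Amplified copies of 1 molecule would also give repeats and were not tested, since the lists identify no molecules, so a single rate per substitution is not excluded. If the rates are understated because shallow positions are in the summed coverage, the predicted repeats are too low. The excess would then be smaller or absent. Positions with truly higher rates might also recur in the other library: 2 of the 27 WT positions with repeats and 11 of the 196 with 1 error were listed for E423P with the same substitution (two-sided Fisher's exact test, p = 0.661), too few to decide.

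The lists shared 13 combinations of position and substitution out of the 49 of E423P. The WT depth at every position is not given, so it was taken from the nearest other listed WT position in the same transcript. In the first version of this test that position had to lie within 30 nt. This left 45 combinations, with 10 shared and 8.02 predicted from the WT rate of each substitution (one-sided exact Poisson test, p = 0.260), and dropped 3 shared ones. The other 2 versions were added after that result was seen. With a neighbour at any distance (at most 81 nt), 13 of 49 were shared and 9.05 predicted (same exact test, p = 0.0885). The last version used a position's own WT depth where listed (same exact test, p = 0.0588). It kept every shared position by its WT listing, so it is void and not counted here. In the first 2 versions more were shared than predicted, and in neither did this pass 0.05. Understated rates would make these predictions too low as well. One rate per substitution is not excluded by the overlap, and a modest excess of shared positions stays open.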
